A study of Homo sapiens with 4 samples. Its data were reported in "ORC1 binds to cis-transcribed RNAs for efficient activation of replication origins" (2023).

How the data were processed

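The deposited table held RNA immunoprecipitation sequencing (RIP-seq) of 4 libraries from nuclei of HCT116 cells, a human colorectal carcinoma line, transfected for 48 h with a plasmid that encodes ORC1 with a 3xFLAG tag. ORC1 is the largest subunit of the origin recognition complex. Nuclear lysates were precipitated without crosslinking with an anti-FLAG antibody, and RNA of the immunoprecipitate (IP) and of the nuclear lysate before precipitation (Input) was treated with DNase and sequenced after ribosomal RNA depletion. The labels give 2 ORC1-FLAG IP and 2 Input libraries, numbered replicate 1 and replicate 2 in each group. The series has no precipitation with a control antibody and no untransfected cells, so Input was the only reference, and RNA that binds to the beads or the antibody was not measured apart from RNA bound by ORC1-FLAG.

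The values deposited by the authors are raw read counts per gene, with no normalization. According to the study, reads were trimmed with Trimmomatic, aligned with STAR to hg19 and counted with featureCounts against an Ensembl annotation, after removal of reads on unplaced contigs. The annotation release, the strandedness of the counting and the treatment of reads with several alignments are not stated. Gene lengths, biotypes and sequences came from GENCODE v44 on GRCh38, a different build and annotation from those of the counts, and were joined by Ensembl gene identifier. Of the 63677 genes in the table, 11496 had no identifier in that release. Of the 14645 genes tested, 380 had none, and length was available for 97.4% of tested, 98.6% of enriched and 96.8% of depleted genes. All coordinates are those of GENCODE v44 on GRCh38. All 37 mitochondrially encoded genes were listed at 0 in every library, so mitochondrial RNA could not be examined.

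Total counts were 27483148 and 20280445 in IP replicates 1 and 2, and 14677002 and 9213877 in Input replicates 1 and 2. A count was present in 31990 genes. Reads carry no molecular identifiers, so duplicates of a molecule are counted as separate reads. Counts relative to the library total (CPM) were scaled by the trimmed mean of M values (TMM), with factors of 0.758 and 0.868 for the IP and 1.19 and 1.28 for the Input libraries.

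Differential abundance was tested with edgeR 4.0.16 (R 4.3.3) by the quasi-likelihood test with robust dispersion estimates, TMM scaling, genes kept by filterByExpr and group as the only term. Genes with a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change above 1 or below -1 were called enriched or depleted. Standard errors (SE) of log2 fold changes were derived from the fold change and the F statistic. In simulated data, 200 genes were changed by 2 on the log2 scale, and every gene had the common dispersion of these libraries. There, edgeR recovered 80% of the changed genes with 11 false calls, DESeq2 73.5% with 8 and limma voom 77.5% with 7. The simulation had no gene-wise dispersions and no replicate pairing, so these figures are not error rates of the real calls. Input numbers and IP numbers refer to the same RIP replicate in the labels. Deviations from the group means of libraries with the same number correlated across genes (Pearson r = 0.637), so the numbers were taken to pair the libraries. The replicate ratios used this pairing, and a fit with a replicate block was an alternative. The main fit ignored the pairing, so its SE also hold differences in level between the replicates.

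Replicate log2 ratios of IP to Input used TMM-scaled CPM with a pseudocount of 0.5. The correlations between the ratios of the replicates, and the standard deviations given with them, used CPM without TMM scaling. Comparisons of log2 Input CPM, and the folds derived from them, used the same pseudocount and the mean Input CPM without TMM scaling. Control genes were the 2061 genes with a log2 fold change between -0.16 and 0.16. Medians of log2 exonic length (the union of exons) and log2 Input CPM were compared by two-sided permutation tests with 100000 resamples, or 10000 under the alternatives. Shares of genes whose longest transcript holds GAAGAAGAA were compared by two-sided Fisher's exact tests, with exact Clopper-Pearson 95% confidence intervals, which cover the sampling of genes and not the error of the calls. Controls were matched 1 to 1 within 0.1 on log2 transcript length and, where stated, within 1 percentage point of GC content. The gene classes of the plan that held at least 5 tested genes were tested with camera from limma 3.58.1 at an inter-gene correlation of 0.01, and again with fry and with an estimated correlation. Coding sequences of at least 150 bases came from the canonical transcript of 12534 of the 12542 protein-coding genes tested. Correlations across genes are descriptive, since genes are not independent replicates.

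The tests, thresholds, control genes and named genes were chosen before the data were examined, as were most of the alternatives. The named genes were ORC1, 14 RNAs that the study assayed or used as reference, with the neighbour of CEP95, then the 5 enriched and 5 depleted genes with the largest fold change in size, and the 3 enriched genes with the smallest p. The 5 and 5 had a mean of at least 5 CPM, the same direction in both replicates and a gene symbol. Alternatives were RLE size factors, library size only and upper-quartile scaling, no count filter and a filter of at least 1 CPM in 2 libraries, DESeq2 1.42.0, limma voom, unadjusted p (the rule of the study, with either tool), no fold change minimum, glmTreat, the replicate block and each library left out in turn. Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3 was used for the remaining steps. The relation with coding length was added after the data were seen. Micro RNA genes were not tested as a class because 4 of them passed the filter. The biotypes misc_RNA (14 genes tested) and scaRNA (6 genes) were not classes of the plan and have no set test of their own.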

Results

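RNA was sequenced from 2 immunoprecipitates of FLAG-tagged ORC1 and from the 2 nuclear Inputs they were taken from. The IP libraries held 27483148 (replicate 1) and 20280445 (replicate 2) counts, and the Input libraries 14677002 and 9213877. A count was present in 22440 and 24993 genes of the IP libraries and in 23209 and 27346 genes of the Input libraries. The 10 genes with the most counts held 8.49% and 9.26% of the IP counts and 5.71% and 7.68% of the Input counts. Across the 14645 genes tested, log2 CPM correlated at Pearson r = 0.979 between the 2 IP libraries and r = 0.962 between the 2 Input libraries. The biological coefficient of variation was 0.261.

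The comparison of IP with Input asks which nuclear RNAs are recovered with ORC1-FLAG. edgeR called 1542 genes enriched and 1215 depleted among the 14645 tested. All 1542 enriched and all 1215 depleted genes had the same direction in both replicates, and 1204 and 885 of them had a ratio past 1 on the log2 scale in both. The median log2 ratio of the enriched genes was 1.41 in replicate 1 and 1.33 in replicate 2, and that of the depleted genes was -1.43 and -1.32. Across all tested genes the replicate ratios correlated at Pearson r = 0.843 and Spearman rho = 0.850. The largest change came from glmTreat, which tests against a log2 fold change of 1 and called 0 genes enriched and 1 depleted, with 913 and 863 at an unadjusted p below 0.05. DESeq2 called 1680 and 1152, and limma voom 1534 and 1133. The gene that glmTreat called, named here after its values were seen, was ENSG00000259001. GENCODE v44, a different annotation from that of the counts, lists it as an lncRNA gene without a symbol. Its log2 fold change was -6.07, with a glmTreat adjusted p of 0.0185. With the replicate block, 1960 genes were enriched and 1957 depleted.

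The split between enriched and depleted genes depended on the scaling. With TMM, 55.9% of the called genes were enriched. Scaling by library size alone moved the log2 fold changes of all genes by a median of -0.60 and called 380 genes enriched and 3257 depleted, so that 10.5% of calls were enriched. All 380 were among the 1542, and all 1215 depleted genes were among the 3257. Upper-quartile scaling moved the log2 fold changes by a median of -0.17 and called 1080 and 1542, or 41.2% enriched. No spike-in was described, so each fold change is relative to the other RNAs of its library.

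**Figure D1:**
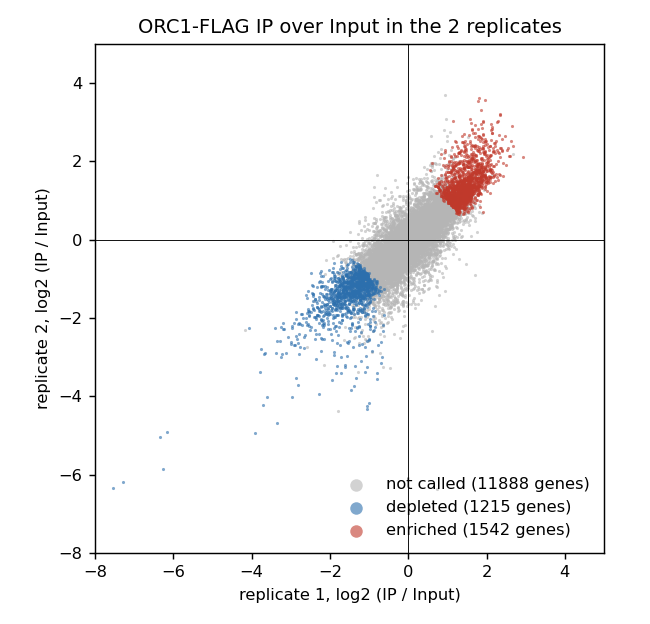
Log2 ratio of ORC1-FLAG IP to Input in replicate 1 (horizontal axis) and replicate 2 (vertical axis) for 14645 genes, with 1542 enriched and 1215 depleted genes in colour. All called genes lie on the same side of 0 in both replicates. Pearson r over all genes is 0.843, from CPM without TMM scaling.

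ORC1 was the transfected gene (ENSG00000085840, chromosome 1 from 52372829 to 52404423, minus strand). It held 23064 and 326098 counts in the IP libraries and 5820 and 59163 in the Inputs, or 1108 and 18550 CPM in IP and 333 and 5063 CPM in Input. These levels were 16.7-fold higher in replicate 2 than in replicate 1 in IP and 15.2-fold higher in Input. The log2 ratio of IP to Input was 1.73 in replicate 1 and 1.87 in replicate 2. The edgeR log2 fold change was 1.87 ± 1.42 (SE, n = 2 libraries per group, adjusted p = 0.374). With the replicate block it was 1.80 ± 0.21 (SE, edgeR adjusted p = 3.16e-06). Without IP replicate 2 it was -1.22, without Input replicate 1 1.01, without IP replicate 1 2.85 and without Input replicate 2 4.75, and it was called in none of these 4 fits. The counts do not separate RNA of the plasmid from RNA of the chromosomal gene.

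Of the 14 RNAs chosen from the study, 8 were enriched and 1 was depleted in edgeR over all genes, and the same 8 and 1 passed when adjusted over the list alone. The study drew part of this list from its own RIP-seq data, so the count over the list is not independent evidence. The list holds RNAs that the study named as bound or assayed, its reference RNAs HPRT1, GAPDH and MALAT1, and DDX5. The study labels PABPC1, NFAT5 and NEAT1 as ORC1-RNAs, defined by RIP-seq or crosslinking. They were not called in the main fit. CEP95 (chromosome 17 from 64506865 to 64542461, plus strand) had 235 and 249 CPM in IP and 62.0 and 52.6 CPM in Input. Its log2 fold change in edgeR was 2.08 ± 0.24 (SE, n = 2 libraries per group, adjusted p = 0.0105). Its neighbour DDX5, on the opposite strand, had a log2 fold change of 1.34 ± 0.27 (SE, edgeR adjusted p = 0.0177), which fell to 0.74 with scaling by library size alone, below the fold change minimum. The annotated exons of CEP95 and DDX5 share 252 bases, 3.24% of the exonic bases of CEP95. The other enriched RNAs of the list were CEP290, CENPE, CEP152, MKI67, HSP90AA1 and KMT2C, with log2 fold changes from 1.74 (KMT2C) to 2.69 (CEP290) and edgeR adjusted p values from 0.0105 (MKI67) to 0.0179 (HSP90AA1). All 8 had ratios above 1 on the log2 scale in both replicates.

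HPRT1 was depleted, with a log2 fold change of -2.10 ± 0.24 (SE, edgeR adjusted p = 0.0105). The study used HPRT1 or GAPDH as reference in total and cytoplasmic extracts and MALAT1 in nuclear extracts. Its RIP assays were normalized by nuclear input instead. GAPDH, at -0.38 ± 0.29 (SE, edgeR adjusted p = 0.377), was not called, and 65 annotated pseudogenes carry its name. It was at -0.21 without IP replicate 2 and at -0.99 with scaling by library size alone, short of the fold change minimum in both. PABPC1 was not called either, at 0.86 ± 0.42 (SE, edgeR adjusted p = 0.177). It was called without Input replicate 1 (1.33) and without IP replicate 2 (1.30), and fell to 0.38 without Input replicate 2 and 0.37 without IP replicate 1. NFAT5 was near 0 at 0.21 ± 0.25 (SE, edgeR adjusted p = 0.582) and changed sign with scaling by library size alone (-0.39) and without Input replicate 2 (-0.09).

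The nuclear lncRNAs NEAT1 and MALAT1 had log2 fold changes of -2.43 ± 1.28 and -1.83 ± 0.81 (SE), with edgeR adjusted p values of 0.210 and 0.142. Their ratios were below -1 on the log2 scale in both replicates (-1.38 and -2.52 for NEAT1, -1.11 and -2.02 for MALAT1). Both were called depleted with the replicate block, NEAT1 at -1.97 (edgeR adjusted p = 0.000192) and MALAT1 at -1.57 (edgeR adjusted p = 6.05e-05). Input replicate 2 held 1326 CPM of NEAT1 and Input replicate 1 held 81.6 CPM. Without Input replicate 2 the log2 fold change of NEAT1 was 0.54, without IP replicate 1 it was -1.55 and not called, and without IP replicate 2 it was -4.43 and called. MALAT1 was called without Input replicate 1 (-2.54), without IP replicate 2 (-2.72) and with no count filter (-1.74). It moved towards 0 without Input replicate 2 (-0.30) and without IP replicate 1 (-1.20), and was not called there. Opposite-strand genes cover 83.7% of the exonic bases of MALAT1, and the strand use of the counting is not stated.

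**Figure D2:**
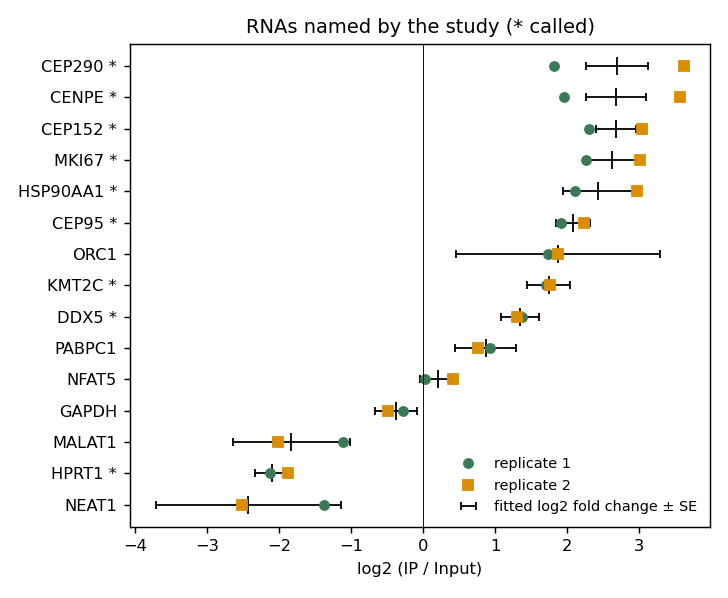
Log2 fold change of ORC1-FLAG IP to Input from edgeR (horizontal axis, bars are SE) for ORC1 and the 14 RNAs chosen from the study, with the ratio of each replicate as a point. The 8 enriched RNAs lie between 1.34 and 2.69, and HPRT1 is at -2.10.

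Of the 5 enriched genes with the largest fold change, CEP162 (chromosome 6 from 84124241 to 84227643) had the largest, at 2.88 ± 0.29 on the log2 scale (SE, n = 2 libraries per group, edgeR adjusted p = 0.0105). It was followed by ZNF721 (2.75), TPR (2.74), CEP290 (2.69) and ANKRD18A (2.68), with SE from 0.32 (ZNF721) to 0.44 (CEP290). ZNF721 shares 25.8% of its exonic bases with ABCA11P on the same strand. The 3 enriched genes with the smallest p were MYH10 (log2 fold change 2.58 ± 0.26, SE, unadjusted p = 2.03e-05), CEP162 (unadjusted p = 2.38e-05) and SMARCA1 (2.29 ± 0.24, SE, unadjusted p = 2.68e-05), each with an edgeR adjusted p of 0.0105.

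Among genes with a symbol and a mean of at least 5 CPM, the 5 depleted genes with the largest fold change in size were copies of small RNA families. For these the assignment of reads to a copy is uncertain. RN7SL4P, a copy of the signal recognition particle RNA, had a log2 fold change of -6.43 ± 0.54 (SE, edgeR adjusted p = 0.0105), with 5 and 19 counts in the IP libraries and 1042 and 606 in the Inputs. RNU4-1 (-4.99), RNU2-59P (-4.86), RNU1-67P (-4.64) and RNU2-3P (-4.26) followed. None of these 4 was called without IP replicate 1, where they lay at -4.07, -4.41, -3.66 and -3.47. Without Input replicate 2, RNU4-1 was at -2.82 and RNU1-67P at -3.0, both called, and without IP replicate 2 RNU1-67P was at -7.13. RNU4-1 and RNU1-67P also lost the call with no count filter (-4.87 and -4.54), and RNU4-1, RNU1-67P and RNU2-3P with limma voom (-4.80, -4.94 and -4.13).

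The study asked which kinds of RNA were recovered. Protein-coding genes made up 96.8% of enriched genes (1492 of 1542), 85.2% of depleted genes (1035 of 1215) and 85.6% of tested genes (12542 of 14645). LncRNA genes were 1096 of the tested, 74 of the depleted and 3 of the enriched genes. The 3, named after their values were seen, were EMSLR, VPS9D1-AS1 and the unnamed ENSG00000248596. Without IP replicate 1, 29 lncRNA genes were depleted and 1 enriched, and without Input replicate 1 177 and 7. Without Input replicate 2, 10 lncRNA genes were enriched. With the replicate block, 356 lncRNA genes were depleted and 21 enriched. The median log2 fold change of lncRNA genes was -0.71 (camera adjusted p = 5.99e-07 over 8 classes), and that of protein-coding genes was 0.08 (camera adjusted p = 4.36e-05). The median of protein-coding genes was below 0 with scaling by library size alone (-0.52), with upper-quartile scaling (-0.09) and without Input replicate 2 (-0.02). Relative to all tested genes, whose median was -0.59 with library size alone and -0.16 with the upper quartile, it was higher under both scalings, but with library size alone (camera adjusted p = 0.515) and without Input replicate 2 (camera adjusted p = 0.145) the class no longer passed.

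Of the 8 classes tested, small nuclear RNA genes had the lowest median, -4.33 (14 genes, 11 depleted, camera adjusted p = 7.39e-08). All 14 were depleted with the replicate block (median -4.14) and with scaling by library size alone (median -4.93). Of these 14, 0 were called without IP replicate 1 (median -3.54) and 7 without Input replicate 2 (median -2.91). The median of the 36 small nucleolar and small Cajal body RNA genes found by symbol was -1.34 (camera adjusted p = 4.36e-05), and that of the 33 genes with the small nucleolar biotype was -1.54 (camera adjusted p = 4.36e-05). Of the 36 and the 33, 3 and 3 were depleted, and 22 and 20 with the replicate block. Without Input replicate 2 the medians of the lncRNA and of the small nucleolar and Cajal body genes were -0.47 and -0.36, and both classes no longer passed (camera adjusted p = 0.0837 for each). The median of the small nucleolar and Cajal body genes was -0.72 without IP replicate 1 and -2.32 without IP replicate 2. That of the small nucleolar biotype was -0.51 without Input replicate 2 (camera adjusted p = 0.0837, no longer passing), -0.86 without IP replicate 1 and -2.55 without IP replicate 2. The 80 mRNAs of cytosolic ribosomal proteins had a median of -0.55 (31 depleted and 9 enriched, camera adjusted p = 5.99e-07). Without Input replicate 2 the median was -0.83 with 1 enriched, without IP replicate 1 also 1 was enriched, and without Input replicate 1 14 were. Pseudogenes (554 genes, median -0.04, camera adjusted p = 0.387) and replication-dependent histone genes (25 genes, median 0.62, camera adjusted p = 0.446) did not pass. Pseudogenes passed without Input replicate 1 (-0.17) and without IP replicate 2 (-0.32), and changed sign without IP replicate 1 (0.07) and without Input replicate 2 (0.06). Histone genes passed without Input replicate 1 (0.91) and without IP replicate 2 (0.96). The mean of the histone genes was below 0 without IP replicate 1 (-0.10) and without Input replicate 2 (-0.095), where their median was above 0 (0.29 and 0.23). The mean of the pseudogenes was also below 0 without IP replicate 1 (-0.088). None of the 8 classes passed with fry (smallest adjusted p = 0.297) or with camera at an estimated correlation (smallest adjusted p = 0.534).

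The study compared the length and expression of enriched RNAs with those of control genes. Enriched genes had a median exonic length of 7980 bases (1521 genes, interquartile range 5093 to 11860), and control genes 5092 bases (2004 genes, 3149 to 7413). The difference was 0.65 on the log2 scale, a 1.57-fold difference, and its permutation p of 1e-05 is the smallest that 100000 resamples can give. Depleted genes were shorter, with a median of 3785 bases (1176 genes, difference -0.43, permutation p = 1e-05). Median Input expression was 68.6 CPM in enriched and 21.9 CPM in control genes. With the pseudocount of 0.5 CPM added to both medians, this was a 3.08-fold difference (permutation p = 1e-05). With the same pseudocount, genes with a log2 fold change above 1 whatever their p had 2.25-fold the median of control genes. DESeq2 gave 5.99-fold and no count filter 5.25-fold. Spearman rho of log2 fold change with Input CPM was 0.189 across 14265 genes. Without IP replicate 1 the length difference of depleted genes was -0.22, and without Input replicate 2 the log2 difference in Input expression was 1.07 in place of 1.62. The adjusted p was 1e-05 for each of these 3 comparisons. For length, the genomic span gave the largest difference (1.24), and genes with a log2 fold change above 1 whatever their p, set against controls matched on Input CPM, the smallest (0.43). Per kilobase of exonic length, Input expression was 8.07 CPM in enriched and 4.47 CPM in control genes. Across 14265 genes, log2 fold change and exonic length correlated at Spearman rho = 0.300, and the replicate ratios gave 0.316 and 0.264. The share of enriched genes rose from 2.31% in the shortest decile to 26.8% in the longest.

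The relation was closer with the length of the coding sequence, a comparison added after the data were seen. Across 12534 protein-coding genes, log2 fold change and coding length correlated at Spearman rho = 0.590, with 0.595 in replicate 1 and 0.557 in replicate 2. Exonic length gave 0.297 over the same genes. Given exonic length, the partial rho of coding length was 0.536, and given coding length, that of exonic length was -0.061. In the shortest decile of coding length (156 to 564 bases, 1267 genes), the median log2 fold change was -0.80, with 18 enriched and 436 depleted genes. In the longest decile (3618 to 107976 bases, 1253 genes) it was 1.07, with 584 enriched and 0 depleted. With no count filter and with DESeq2, which both keep more genes with few counts, rho was 0.457 and 0.465.

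**Figure D3:**
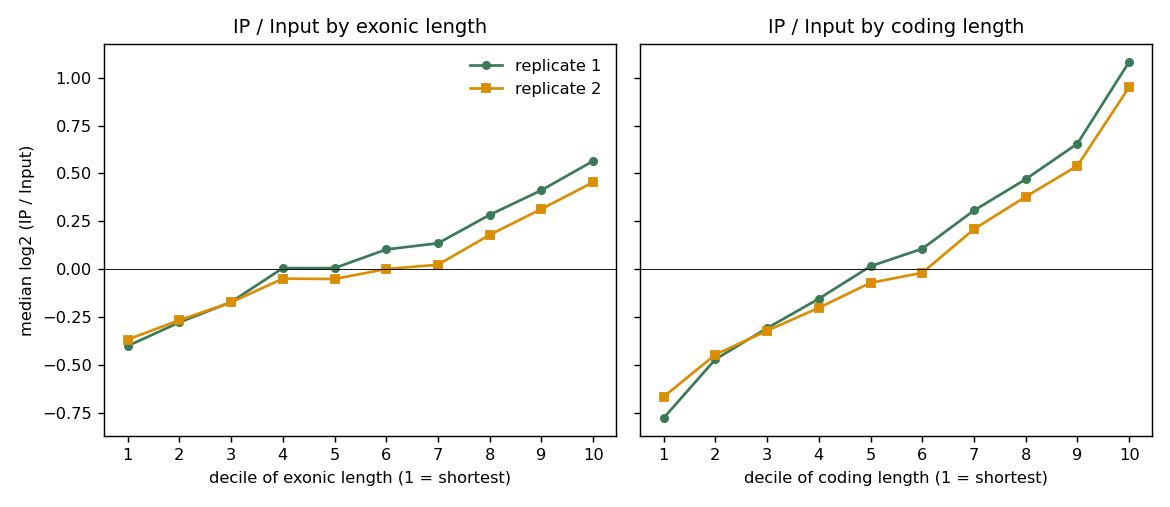
Median log2 ratio of ORC1-FLAG IP to Input (vertical axis) in deciles of exonic length and of coding length (horizontal axes), for each replicate. From the shortest to the longest decile, the median log2 fold change rose from -0.52 to 0.52 for exonic length and from -0.80 to 1.07 for coding length.

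The study described tandem GAA repeats in the RNAs bound by ORC1. The longest transcript held GAAGAAGAA in 36.8% of enriched genes (560 of 1521, 95% confidence interval 34.4 to 39.3, exact Clopper-Pearson) and in 9.28% of control genes (186 of 2004, 8.05 to 10.6), a difference of 27.5 percentage points (Fisher's exact p = 1.92e-88, adjusted over 10 motif comparisons 1.92e-87). With controls matched on transcript length (1265 pairs), the shares were 34.5% and 11.4% (Fisher's exact p = 1.28e-44, adjusted 4.26e-44). The shorter GAAGAA was present in 96.3% of enriched and 80.0% of control genes, and GAAGAAGAAGAA in 6.77% and 0.749%. The reverse complement TTCTTCTTC, a control sequence, was present in 6.90% and 4.89% (Fisher's exact p = 0.0129, adjusted 0.0162). With length-matched controls its shares were 5.46% and 6.40%, a difference of -0.949 percentage points (Fisher's exact p = 0.354, adjusted 0.354). Of the alternatives, scaling by library size alone moved the GAAGAAGAA difference most, to 38.4 percentage points.

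**Figure D4:**
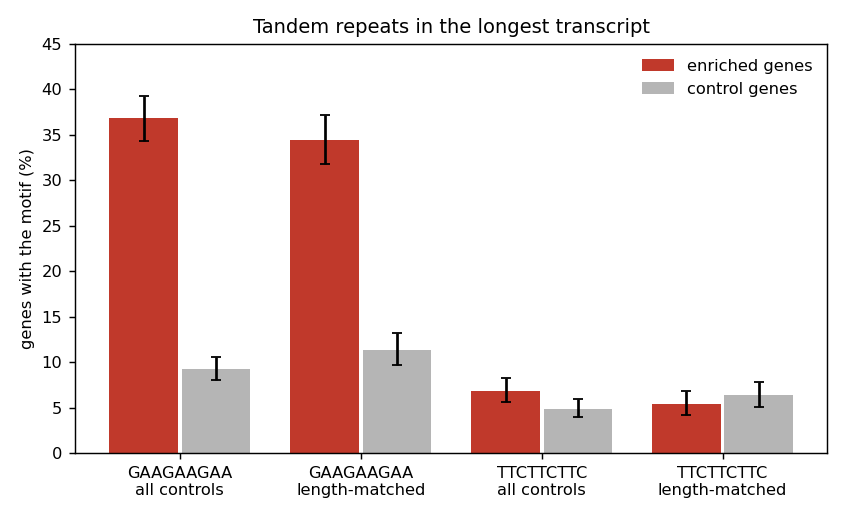
Percent of genes whose longest transcript holds the tandem repeat (vertical axis, bars start at 0, error bars are exact 95% confidence intervals) in enriched and control genes, with all control genes and with controls matched on transcript length. GAAGAAGAA is in 36.8% of enriched and 9.28% of control genes, and TTCTTCTTC in 6.90% and 4.89%.

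GC content of the longest transcript correlated weakly with log2 fold change across 14265 genes (Spearman rho = 0.0856, with 0.0935 in replicate 1 and 0.0661 in replicate 2). Leaving out single libraries moved it over 1.5 times, to 0.0337 without Input replicate 1, 0.049 without IP replicate 2, 0.145 without Input replicate 2 and 0.151 without IP replicate 1. It was 0.137 with no count filter and 0.135 with DESeq2. Given exonic length, rho of GC content was 0.175.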

Values the study reported

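The study reported 2203 RNAs enriched in RIP-seq of endogenous ORC1 at a log2 fold change above 1 and p below 0.05, and found that 68% of the transcripts enriched in the RIP-seq of FLAG-tagged ORC1 overlapped with them. It reported tandem GAA repeats in 94% of the RNAs of the FLAG-tagged ORC1 RIP-seq and in 82% of those of endogenous ORC1.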

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

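The alternatives chosen only after the data were seen were the fits of length, Input expression, repeat shares and rank correlations beyond those planned, the TTCTTCTTC and other motif comparisons with matched controls, controls matched on length and GC content, the replicate block and left-out libraries for gene classes, and limma voom and the filter of at least 1 CPM for named genes. Leaving out a library leaves 1 group with 1 library, which the pooled fit assumes to vary like the others.

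Length and expression kept their direction and stayed past the threshold under all 40 alternatives and all 12 left-out libraries that gave a value. The difference in log2 exonic length of enriched genes lay between 0.43 and 0.87 under the alternatives (1.24 for genomic span), and that of depleted genes between -0.53 and -0.22. Without each library they ranged from 0.53 to 0.84 and from -0.60 to -0.22. The log2 difference in Input expression lay between 0.79 (per kilobase) and 2.58 (DESeq2) under the alternatives and between 1.07 and 1.57 without each library. The smallest p of these alternatives is 0.0001, the least that 10000 resamples can give. The GAAGAAGAA share stayed higher in enriched genes without each library, by 22.8 to 28.4 percentage points. TTCTTCTTC reversed with controls matched on transcript length (-0.949 percentage points, Fisher's exact p = 0.354) and on transcript length and GC content (-1.12, Fisher's exact p = 0.273). Longer transcripts hold any short sequence more often, and matching removes that difference by construction. glmTreat called too few genes for length or repeat comparisons, and the correlation of replicate ratios needs all 4 libraries.

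The counts stayed within 1.5 times in 19 of 24 alternatives and in all 8 with a library left out, where enriched genes ranged from 1291 to 1936 and depleted genes from 846 to 1801. They moved with library size alone (380 enriched, 3257 depleted), where the scaling shift of -0.60 is the cause by construction, and with glmTreat (0 and 1), which tests against a fold change that the rule only requires of the estimate. Of the called genes, 1426 enriched and 1198 depleted were also called with RLE size factors, 1502 and 1043 with DESeq2, and 1499 and 1100 with limma voom. With the replicate block, 1957 genes were depleted, and 1532 of the 1542 enriched and 1204 of the 1215 depleted genes kept their call. Pairing by replicate number also brought ORC1, NEAT1 and MALAT1 past the threshold, raised the depleted lncRNA genes to 356 and the enriched ones to 21, and changed no other call of a named gene, set test of a gene class, length or repeat comparison.

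The correlation of replicate ratios was 0.828 with a pseudocount of 0.1 CPM, 0.882 with 5 CPM and 0.911 for genes with at least 10 CPM in 2 libraries. Low counts may limit it, but this was not separated from other effects of these settings. The pseudocount of 5 CPM also narrowed the ratios (standard deviation in replicate 1 0.67, against 0.86). The filter kept 9542 of the 14645 genes. Across genes, the Spearman correlation of log2 fold change with exonic length was 0.350 with DESeq2 and 0.251 to 0.369 without each library. That with GC content was 0.137 with no count filter, 0.135 with DESeq2 and 0.0337 to 0.151 without each library, and that with coding length was 0.457 with no count filter, 0.465 with DESeq2 and 0.492 to 0.591 without each library. None changed sign, and the cause was not tested.

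The protein-coding median reversed with library size alone (-0.52) and upper quartile (-0.093), which move all genes by -0.60 and -0.17, and ranged from -0.017 to 0.11 without each library. Protein-coding genes, lncRNA genes (-1.30), small nucleolar and Cajal body genes by symbol (-1.91) and the small nucleolar biotype (-2.11) no longer passed camera with library size alone. Without each library, medians ranged from -1.06 to -0.47 for lncRNA, -2.32 to -0.36 for small nucleolar and Cajal body by symbol, -2.55 to -0.51 for the small nucleolar biotype, -0.32 to 0.069 for pseudogene and 0.23 to 0.96 for histone genes. With fry, the protein-coding (0.078), lncRNA (-0.71), small nuclear (-4.33), ribosomal protein (-0.55), small nucleolar and Cajal body by symbol (-1.34) and small nucleolar biotype (-1.54) medians no longer passed. The cause was not tested.

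Of 208 alternatives for the 26 named genes, 197 kept direction and call, as did 92 of 104 with a library left out. NFAT5 reversed with library size alone (-0.39) and without Input replicate 2, with a range of -0.087 to 0.41 without each library. ORC1 reversed without IP replicate 2 (range -1.22 to 4.75), and NEAT1 without Input replicate 2 (range -4.43 to 0.54). For ORC1 and NEAT1 the library left out is 1 of the 2 that hold most of their reads, so the remaining libraries compare unlike replicates by construction. For NFAT5 the reversal with library size alone follows from the shift of -0.60 by construction, and the cause of the other was not tested.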

Other observations

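Of the tests below, those of intronic reads, of the transfected construct, of glutamate codons, of GAA codons alone, of nuclear RNA and of genomic DNA were chosen only after the result was seen. The relation with coding length was itself found in these data. The design gives no biological contrast between groups other than IP against Input. The study states that its control precipitations yielded little or no RNA. This series has no such library, so the part of any pattern that comes from binding to beads or antibody was not measured.

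The longest transcript held GAAGAAGAA in 36.8% of enriched genes. That is lower than the value quoted from the study above. The shorter GAAGAA was present in 96.3% of enriched genes and in 80.0% of control genes, so the share depends on the repeat that is counted. The study took its motif from a motif search over the largest transcripts, while these shares count fixed sequences.

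Genes enriched in the IP were longer than control genes. More power to call long genes is argued against by genes picked by fold change alone and set against controls matched on Input CPM, which still differed by 0.43 on the log2 scale. Loss of short RNAs does not account for all of it, since rho with exonic length was 0.217 among genes whose longest transcript is at least 3 kb. A GC trend is argued against by a partial rho of 0.333 given GC content. Counted intronic reads would follow the genomic span, but coding length had a partial rho of 0.552 given span. Exonic length kept a partial rho of 0.171 given span, and span kept 0.0886 given exonic length. Intronic reads are therefore not the whole cause, and a smaller part linked to span stays open. The part after the stop codon does not carry the relation, since coding length had a partial rho of 0.607 given its length, and that length had -0.196 given coding length. Coding length and the number of GAA trinucleotides in it cannot be told apart, since each kept a partial rho given the other (0.195 for length, 0.269 for number) and long coding sequences hold more of them. A candidate explanation is that ORC1-FLAG, or the precipitation, recovers RNA in proportion to something that grows with the coding sequence.

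Tandem GAA repeats were more frequent in enriched than in control genes. Transcript length leaves a difference of 23.1 percentage points with matched controls, transcript length with GC content leaves 23.5, and coding length leaves 19.9 (30.7% and 10.7% of 809 pairs, Fisher's exact p = 1.87e-23). By partial rho with log2 fold change given transcript length, GC content and Input CPM, GAA density ranked 1 of 64 trinucleotides (0.436, with 0.425 and 0.430 in the replicates). AGA (0.415) and AAG (0.413), which a GAA repeat also holds, came next, and TTT was last (-0.336). Without the 3 adjustments, GAA (0.213) came after AGA (0.287), AAG (0.248), GGA (0.235) and CAG (0.221). A preference of the precipitation for GAA-rich sequence itself may underlie the repeats. The study argued against ORC1 binding through the repeat. It based this on the position of crosslinking (iCLIP) peaks and on similar gel shifts of RNA with and without the repeat.

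The relation with GAA density lay in the coding sequence. Within it the partial rho was 0.416, so the coding share of the transcript is not the whole cause, and after the stop codon it was 0.0239. The glutamate codons GAA (0.273) and GAG (0.279) differed by -0.00586, as glutamate content of the protein would give. GAA codons alone are not the whole cause, since GAA out of frame kept a partial rho of 0.303 given GAA codons. Other codons also form GAA out of frame, so codon or amino acid composition is not excluded. Among 8317 genes whose protein has no hydrophobic window, which sets aside most mRNAs translated at the endoplasmic reticulum, it was 0.387, so loss of those mRNAs is not the whole cause. The lysine codons AAA (0.257) and AAG (0.299) and the aspartate codons (0.182) went the same way. In these data, GAA-rich coding sequence and the charged proteins it encodes both stay open. Binding through nascent protein may be considered, but it was not tested.

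Ribosomal protein mRNAs had lower ratios than other genes. Against protein-coding genes matched on exonic length they were lower by a median difference of -0.34 (80 genes, permutation p = 0.0409), so exonic length alone is not the whole cause. Against genes matched on coding length the difference was 0.15 (79 genes, permutation p = 0.468), so their short coding sequences may account for it.

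ORC1 held 15.2-fold more CPM in replicate 2 than in replicate 1 in Input and 16.7-fold more in IP. In Input, 3 genes had a higher ratio of replicate 2 to replicate 1 than ORC1 (NEAT1, RNU4-2 and ENSG00000226958), and in IP 0 had. The tested genes on each side (ZFYVE9, CC2D1B, PRPF38A and TUT4) differed between replicates by at most 0.82 on the log2 scale, which argues against a change of the chromosomal region. RNA of the transfected construct at different levels may explain it. The study describes a codon-optimized ORC1 sequence, so how much plasmid RNA would align to the chromosomal gene is not known.

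Input replicate 2 held a count in 27346 genes and Input replicate 1 in 23209, at a lower total count. Genomic DNA would reach silent genes as often as others of their length. Of 369 olfactory receptor genes, which stand for silent genes, 10.6% held a count in Input replicate 2 and 7.59% in Input replicate 1. Their summed CPM was 3.40-fold higher in Input replicate 2, with 97.6% of these counts in 8 genes. Of those without a count in Input replicate 1, 6.16% gained a count in Input replicate 2, against 19.1% of genes matched on exonic length, a difference of -12.9 percentage points (341 pairs, Fisher's exact p = 4.28e-07). Genomic DNA is therefore not the whole cause, and a smaller share of it stays open. A larger share of nuclear RNA in replicate 2 may explain it: the median log2 ratio of replicate 2 to replicate 1 in Input was 0.50 for lncRNA genes and -0.39 for ribosomal protein mRNAs, a difference of 0.89. NEAT1 (4.01) and MALAT1 (2.43) moved further the same way and are not part of that median.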
